A study of Mus musculus with 4 samples. Its data were reported in "M2 macrophage-derived TGF-β induces age-associated loss of adipogenesis through progenitor cell senescence" (2024).

How the data were processed

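Stromal vascular cells of gonadal adipose tissue of 18-month-old p16-CreERT2/tdTomato mice were profiled in 4 libraries, 1 for each combination of CD45 and tdTomato sort given by the labels. The authors digested the tissue with Liberase, lysed red blood cells, stained for CD45 and sorted by flow cytometry, after giving tamoxifen to turn on the reporter. They prepared 10x Genomics Chromium 3' libraries and sequenced them on a DNBSEQ-G400RS. The authors processed barcodes and unique molecular identifiers (UMIs) with Cell Ranger 3.0.2 against mm10, and deposited, for each library, a whole-number count matrix of UMIs per gene and barcode without normalization. The gene table holds a tdTomato row, so the reference had been extended. In the study, differences between cells were tested in Seurat with a Wilcoxon test over cells. Cells of 1 library are not replicates, so that test was not used here, and with 1 library per group no p-value or standard error across genes is given.

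All values were computed from the counts. Of 31054 features, 30934 were found in the GENCODE vM21 annotation of mm10, from which positions were taken. Barcodes were kept with over 1000 and under 7000 genes and under 8% mitochondrial UMIs, as in the study, which left 4145, 4038, 1981 and 4818 barcodes in the libraries labelled CD45- Tom+, CD45- Tom-, CD45+ Tom+ and CD45+ Tom-. Doublets were scored per library with Scrublet as built into scanpy 1.11.5. In each library 0.8% of cells per 1000 barcodes, those with the highest scores, were left out, which removed 259, 364, 54 and 427 cells.

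Counts were normalised to 10000 per cell and log-transformed. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1 (leidenalg 0.10.2, igraph 0.11.9), with the 4 libraries together and no batch integration. Genes of the panels and lists compared later were removed from the clustering genes beforehand, as was tdTomato, which was added to this exclusion after the design was written. Clusters were named from marker genes fixed beforehand, but the thresholds of the naming rule were set after seeing the data. A marker counted as raised at 20 CPM or more and at least 4 times the median over clusters. A cluster took the name of the class with the highest share of markers raised, at least 3 of them. It kept its number where an unrelated class was raised nearly as much. It also did so where its 10 top genes held more markers of any other class, related or not. Names end in -like because no protein marker was used. Leukocyte-like and stromal-like classes were summed from the named classes.

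Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals, and CPM (the UMIs of a gene scaled by all UMIs summed over cells) carry exact Poisson intervals. Log2 ratios compare summed counts, with the conditional exact interval of the ratio of a pair of Poisson counts. A count of 0 is given with its floor of 3 counts. The share of cells with a UMI was also taken after thinning each cell to 2000 UMIs, with shallower cells left out. Gene lists were summarised by the median log2 ratio over genes with a mean of at least 5 CPM in both libraries, with an order-statistic interval. Each median was placed among those of 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Lists covered extracellular matrix, TGF-beta response, oxidative phosphorylation, mitochondrially encoded, adipogenesis, senescence-associated secretory, dissociation stress, ribosomal protein, cell cycle and MHC class II genes. Some genes are in several lists.

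Groups, comparisons, gene lists and the rule for naming genes were fixed before the data were examined. The rule named, first, genes of fixed panels. It then named the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with a mean of at least 50 CPM, in APC-like cells of the libraries labelled CD45- and in macrophage-like cells of those labelled CD45+. It left out cell type markers, mitochondrially encoded, ribosomal protein and predicted genes. Of the genes the rule named, 1 is not reported here. A gene was called library-wide where every other class compared in the same libraries had the same sign and at least 50% of the size. Cluster leading genes are named outside the rule and were chosen after their values were seen. Classes entered a contrast with at least 100 cells in both libraries, and the comparison of ligands and receptors with at least 50 cells.

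The computation was tested on simulated data. Counts were drawn for the 9860 genes of APC-like cells in the libraries labelled CD45-, with 200 genes raised or lowered by the same known fold. The raised genes came out at a median log2 ratio of 0.986 and the lowered ones at -1.01. Of the 200 genes, 100% were recovered, 95.4% of intervals held the true ratio, and 4.61% of unchanged genes had an interval excluding 0. Smaller changes, such as most of those reported here, were not simulated, nor were the libraries labelled CD45+. Counts drawn this way have counting error only, so the share of unchanged genes that differ between real libraries for other reasons is unknown. A raised list of 30 genes lay at percentile 100, and 3 of 40 unchanged lists lay outside the central 95%.

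The alternatives planned were a looser filter (at least 500 genes, under 20% mitochondrial UMIs), marked doublets kept, Leiden resolutions 0.5 and 2, 4000 variable genes, cells weighted equally, a denominator without mitochondrially encoded and ribosomal protein genes, thinning to 2000 UMIs, and lists filtered at 20 CPM or not at all. Further alternatives were chosen after seeing the data. These left out the copy with fewer UMIs of a barcode found in several libraries, set APC-like clusters to 1 mix, or left immunoglobulin genes out of the denominator. Further tools were python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Cell communication scores, regulatory networks, gene set scores per cell and data of other experiments were not analysed here.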

Results

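Single-cell transcriptomes were measured in cells of the stromal vascular fraction of gonadal white adipose tissue from 18-month-old p16-CreERT2/tdTomato mice. In these mice tamoxifen switches on the red fluorescent protein tdTomato in cells with an active p16 (Cdkn2a) promoter, so that Tom+ stands for p16-high and Tom- for p16-low cells. Cells were sorted by CD45, a surface protein of leukocytes, and by tdTomato into 4 groups labelled CD45- Tom+, CD45- Tom-, CD45+ Tom+ and CD45+ Tom-. Each group was 1 library, so there were no replicates. No test between groups was made, no difference below has a replicate check, and every comparison is between libraries rather than conditions. Intervals of shares, CPM and log2 ratios are 95% intervals and cover counting error only. Those of list medians describe the spread over the genes of a list. For a list of 5 genes they run from the lowest to the highest gene and hold slightly under 95%. Intervals from resampling of cells are named where given.

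The library labelled CD45- Tom+ held 139397501 UMIs (unique molecular identifiers, each standing for 1 captured transcript) in 7815 barcodes, with a median of 7797 UMIs per barcode. The library labelled CD45- Tom- held 110410319 UMIs in 11255 barcodes, with a median of 1887. The library labelled CD45+ Tom+ held 64083756 UMIs in 3429 barcodes, with a median of 8499. The library labelled CD45+ Tom- held 136459745 UMIs in 11068 barcodes, with a median of 3492.5. After filtering for quality and leaving out marked doublets, 3886, 3674, 1927 and 4391 cells remained in this order, 13878 in all. The median cell then had 19078, 19254, 18331 and 19502 UMIs, so the depth per kept cell was similar. Expression is given as CPM, the UMIs of a gene scaled by all UMIs summed over the cells named. Genes carry Ensembl identifiers, and positions are on mm10 (GRCm38).

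The first comparison asked whether each library held the cells its CD45 label names. Ptprc (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) encodes CD45. It reached 217 CPM (interval 214 to 220) in the library labelled CD45- Tom+ and 158 (155 to 161) in that labelled CD45- Tom-. The values were 223 (218 to 227) in the library labelled CD45+ Tom+ and 188 (185 to 191) in that labelled CD45+ Tom-. The share of cells with a Ptprc UMI was 80.3%, 49.5%, 78.8% and 52.2% in the order of the depths above. With every cell thinned to 2000 UMIs, and 13, 22, 0 and 27 shallower cells left out, it was 38.5%, 26.8%, 39.7% and 31.0%. The background, taken in progenitor-like cells, which should lack the gene, was 6.15%, 2.77%, 5.61% and 1.52% after thinning, at median depths of 21465, 21348, 22000 and 23514 UMIs. Ptprc was thus far above background in both libraries labelled CD45-, and the CD45 labels did not separate leukocytes from other cells. The words "library labelled" are kept throughout for this reason, and each direction drawn between Tom+ and Tom- below comes from libraries whose CD45 label did not pass this check.

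The next comparison asked which cell types each sort contained. Clustering of all cells gave 31 clusters, of which 22 were named from fixed marker genes into 14 classes and 9 kept their number. Leukocyte-like classes made up 64.7% (63.2 to 66.2) of cells in the library labelled CD45- Tom+ and 63.2% (61.0 to 65.4) in that labelled CD45+ Tom+. They made up 28.2% (26.8 to 29.7) in the library labelled CD45- Tom- and 33.1% (31.7 to 34.6) in that labelled CD45+ Tom-. Stromal-like classes were 14.0%, 52.0%, 12.8% and 48.1% of the libraries in the order of the depths above. Unnamed clusters held 21.3%, 19.8%, 24.0% and 18.8%. The alternative that moved the leukocyte-like share most in the libraries labelled Tom+ kept every barcode with at least 500 genes and under 20% mitochondrial UMIs, which gave 44.2% in that labelled CD45- Tom+. In the libraries labelled Tom- it was Leiden resolution 2, which gave 35.4% and 40.3%. The names were rebuilt here from clusters, so shares can differ from those of the study for that reason.

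Adipose progenitor cells are abbreviated as APC. APC-like cells were 6.72% (5.95 to 7.55) of the library labelled CD45- Tom+ and 41.4% (39.8 to 43.0) of that labelled CD45- Tom-. They were 5.55% (4.57 to 6.67) of the library labelled CD45+ Tom+ and 38.9% (37.5 to 40.4) of that labelled CD45+ Tom-. Plasma cell-like cells were 21.2% and 22.1% of the libraries labelled Tom+ against 1.06% and 1.30% of those labelled Tom-, with the library labelled CD45- first in each case. Macrophage-like cells were 15.7% and 16.3% against 5.96% and 7.15%. Mast-like cells were 9.24% and 9.08% against 1.03% and 1.07%. Mesothelial-like cells were 1.88% and 1.56% against 10.5% and 9.13%. Lymphatic endothelial-like cells were 4.58% and 4.41% of the libraries labelled Tom+. In the library labelled CD45- Tom- there was 1 such cell, and the library labelled CD45+ Tom- had 0 of 4391 cells. That 0 has a floor of 3 counts, a share of 0.0683%, and an exact upper limit of 0.0840%. T cell-like cells were 9.91% and 7.68% against 6.53% and 8.22%, and B cell-like cells 5.07% and 3.79% against 5.66% and 6.83%. The remaining named classes each held under 3% of every library. The plot of cell classes per library shows these shares.

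**Figure D1:**
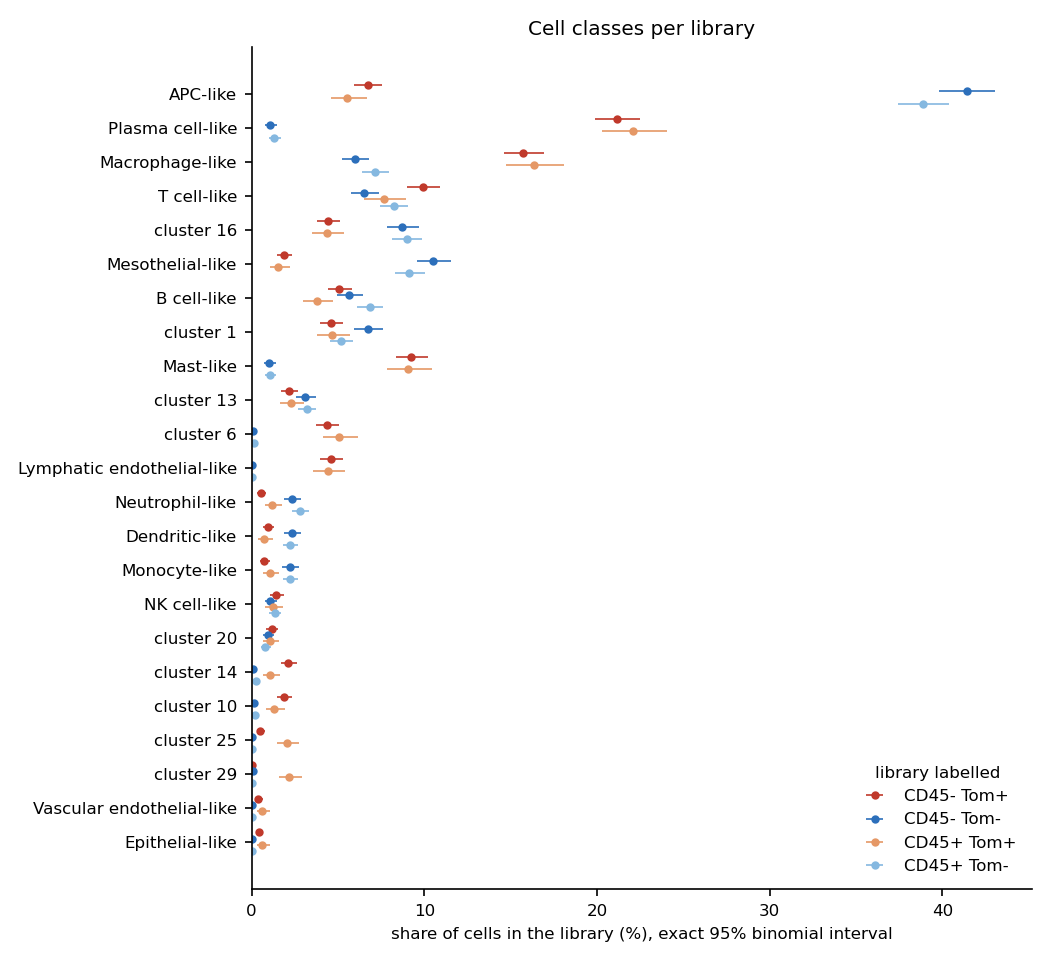
Share of cells (percent, horizontal axis) in each class or unnamed cluster for the 4 libraries, as points with exact 95% binomial intervals. In several classes points of the libraries with the same tdTomato label lie together, as for APC-like cells at 6.72% and 5.55% against 41.4% and 38.9%. In others they do not, as for T cell-like cells at 9.91% and 7.68% against 6.53% and 8.22%.

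The percent of cells that would have to change class to turn 1 library into another was 7.53% between the libraries labelled Tom+ and 5.78% between those labelled Tom-. It lay between 52.4% and 57.9% for libraries with different tdTomato labels. Among the unnamed clusters, cluster 16 was led by Car6, Arg1 and Olr1 and held 4.40%, 8.71%, 4.36% and 8.97% of the libraries in the order of the depths above. It had 8 of 10 macrophage markers raised, and kept its number because Chil3, a monocyte marker, was among its 10 top genes. Its cells are therefore left out of the macrophage-like and leukocyte-like shares. Cluster 1 was led by Cxcl5, Cxcl13 and Clca3a2, had both mesothelial and APC markers raised, and held 4.61%, 6.72%, 4.67% and 5.19%. Cluster 6 had macrophage markers and leading immunoglobulin genes and held 4.37%, 0.0544%, 5.09% and 0.114%. Clusters 29 and 25 held 2.18% and 2.02% of the library labelled CD45+ Tom+ and at most 0.515% of any other, so they can be particular to that library. An APC-like cluster had Ptx3 and Il6, both inflammatory genes, among its leading genes.

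The tdTomato transcript was measured to check the Tom labels. It carries the identifier ENSMUSG00000999992 in the files and has no position in mm10. It reached 713 CPM (708 to 718) in the library labelled CD45- Tom+ against 15.99 (15.1 to 16.9) in that labelled CD45- Tom-. In the libraries labelled CD45+ it reached 715 (708 to 723) against 18.8 (18.0 to 19.7). In APC-like cells the values were 634 against 9.57 and 614 against 10.9 or, as log2 ratios, 6.05 and 5.81. The tdTomato label of each library thus matched its transcript.

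Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) encodes p16 and p19Arf, which the 3' counts do not separate. Over all cells it reached 6.81 CPM (6.30 to 7.35) in the library labelled CD45- Tom+ and 7.09 (6.50 to 7.72) in that labelled CD45- Tom-, a log2 ratio of -0.06 (-0.23 to 0.11). It reached 7.29 (6.54 to 8.09) in the library labelled CD45+ Tom+ and 7.64 (7.08 to 8.23) in that labelled CD45+ Tom-, a log2 ratio of -0.07 (-0.26 to 0.12). A difference in Cdkn2a between Tom+ and Tom- was therefore not detectable over all cells with summed counts. The ratios were 0.31 and 0.25 when each cell weighed the same. They were -0.28 and -0.32 with every barcode of at least 500 genes and under 20% mitochondrial UMIs. In the libraries labelled CD45+ the alternative that moved the ratio most, thinning to 2000 UMIs, gave 0.46. The share of cells with a Cdkn2a UMI was 8.78%, 6.396%, 8.87% and 5.85% in the order of the depths above. After thinning it was 0.930%, 1.01%, 0.934% and 0.687%. B cell-like cells, taken as background, had a thinned share of 0 in every library, with upper limits of 1.86%, 1.77%, 4.93% and 1.22% in the same order. These limits lie above the thinned shares, so this background cannot tell whether the shares exceed it. The lowest limit, in the library labelled CD45+ Tom-, comes from 300 cells with a median depth of 5699.5 UMIs against 19502 for the library.

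By class, Cdkn2a was 3.57 (2.21 to 5.45) against 5.52 (4.76 to 6.36) CPM in APC-like cells of the libraries labelled CD45- Tom+ and CD45- Tom-. In APC-like cells of the libraries labelled CD45+ it was 6.33 (3.69 to 10.1) against 6.60 (5.85 to 7.42). The log2 ratios of -0.63 (-1.35 to 0.02) and -0.06 (-0.86 to 0.65) both include 0, and rest on 21 and 17 UMIs in the cells labelled Tom+. Clustering at a Leiden resolution of 2, which draws other borders around the APC-like class, gave 0.83 in both pairs. Cluster 1 had the highest values among classes of at least 50 cells, at 37.2, 28.1, 41.0 and 39.6 CPM in the order of the depths above. Macrophage-like cells had 6.23 against 13.1 in the libraries labelled CD45- and 8.12 against 9.81 in those labelled CD45+. T cell-like cells went the other way in the libraries labelled CD45-, with 10.3 (6.92 to 14.8) against 2.63 (0.715 to 6.72). In those labelled CD45+ they had 4.85 (1.57 to 11.3) against 2.63 (1.06 to 5.42), with overlapping intervals. Cluster 16 was higher in cells labelled Tom+ as well, with 7.40 (4.88 to 10.8) against 0.707 (0.193 to 1.81) in the libraries labelled CD45-. In those labelled CD45+ it had 3.23 (1.05 to 7.55) against 1.36 (0.651 to 2.498), again with overlapping intervals. Mesothelial-like cells had 4.16 (1.80 to 8.20) against 1.38 (0.791 to 2.25) in the libraries labelled CD45-. In those labelled CD45+ they had 0 UMIs in 30 cells labelled Tom+ against 0.734 CPM. Plasma cell-like cells were lower in the libraries labelled Tom+, with 3.56 against 10.7 and 4.38 against 8.88. The first of these comparisons rests on 39 cells in the library labelled CD45- Tom-.

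**Figure D2:**
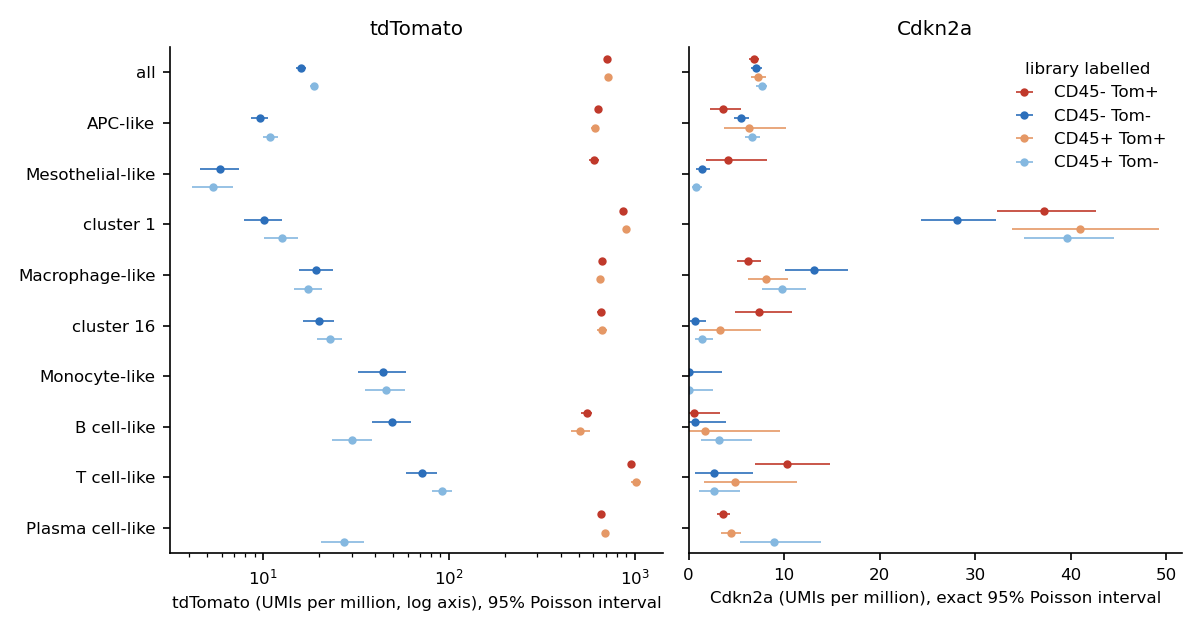
CPM of tdTomato (left, log axis) and Cdkn2a (right) by class in the 4 libraries, as points with exact 95% Poisson intervals, for all cells and for classes with at least 50 cells in the library. Over all cells tdTomato separates Tom+ (713 and 715) from Tom- (15.99 and 18.8), while Cdkn2a lies between 6.81 and 7.64 in the 4 libraries.

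The comparison of APC-like cells asked how progenitors labelled Tom+ (for p16-high) and Tom- (for p16-low) differ, although Cdkn2a CPM was not higher in the former. It set 261 cells of the library labelled CD45- Tom+ against 1522 of that labelled CD45- Tom-. The same contrast in the libraries labelled CD45+, 107 against 1708 cells, served as a second look. Because of the CD45 check above, these are called the pair labelled CD45- and the pair labelled CD45+. The median log2 ratio over all genes was -0.03 and -0.05 in these pairs. Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360), a receptor of TGF-beta, was lower in APC-like cells labelled Tom+. It reached 230.5 CPM (218 to 243) against 301 (295 to 306), a log2 ratio of -0.38 (-0.47 to -0.30), in the pair labelled CD45-. In the pair labelled CD45+ it reached 213 (196 to 231) against 294 (289 to 299), a log2 ratio of -0.46 (-0.59 to -0.34). The alternatives that moved these most were Leiden resolution 2 in the first pair, with -0.54, and thinning to 2000 UMIs in the second, with -0.23.

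Among senescence genes, Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) had a log2 ratio of -1.17 (-1.35 to -0.996) in the pair labelled CD45- and -0.04 (-0.27 to 0.19) in the pair labelled CD45+. Inhba (ENSMUSG00000041324, chromosome 13, 16011851 to 16031621) had -2.33 (-2.88 to -1.83) and 1.31 (0.93 to 1.68). In the library labelled CD45- Tom- 2% of the APC-like cells held 78.5% of its UMIs. For Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), which encodes p21, the intervals included 0 at 0.02 (-0.09 to 0.13) and 0.11 (-0.03 to 0.25). Those of Glb1 (ENSMUSG00000045594) included 0 as well, at -0.09 and -0.08. Among the genes used to divide progenitors, Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) had -0.23 (-0.31 to -0.15) and -0.53 (-0.65 to -0.41). Dpp4 had -0.43 and -0.39, and Ly6a -0.09 and -0.25. F3 had 0.11 and -0.26, and the value in the pair labelled CD45- turned to -0.23 at Leiden resolution 2 and was below 0 under other alternatives as well. Lgals3 had 0.67 (0.52 to 0.82) and -0.26 (-0.53 to 0.01).

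Among adipogenic genes, Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) had log2 ratios of 0.32 (0.28 to 0.36) and 0.12 (0.06 to 0.17), which became -0.02 and -0.29 at Leiden resolution 2. For Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) the intervals included 0, at 0.10 (-0.17 to 0.36) and -0.14 (-0.56 to 0.25). Those of Cebpa included 0 too, at -0.11 and 0.01. Cebpb had -0.05 and -0.35, and Sox4 0.02 and 0.19, of which the latter became -0.16 after thinning. The first Sox4 value had an interval that included 0. Among proliferation genes, Myc had -0.27 and -0.02 and Fosl1 -0.13 and -0.70. Intervals included 0 for the second Myc value and the first Fosl1 value. Junb had 0.02 and -0.15, and the first of these turned negative under 3 alternatives. The Fosl1 value of the pair labelled CD45+ became 0.24 at Leiden resolution 2.

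Among matrix genes, Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had log2 ratios of -0.33 (-0.36 to -0.30) and -0.37 (-0.41 to -0.33). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had -0.14 (-0.16 to -0.13) and 0.21 (0.19 to 0.24). Col1a2 had -0.18 and 0.17 and Col3a1 -0.14 and 0.02. The positive values of these collagen genes in the pair labelled CD45+ became -0.09, -0.08 and -0.12 when both libraries were set to 1 mix of APC-like clusters. Mmp2 had -0.22 and -0.19, the second turning to 0.04 with every barcode of at least 500 genes, and Postn had -0.13 and -0.07. Acta2 had 0.13, with an interval that included 0, and 1.02 (0.68 to 1.35), and the latter became -0.02 with 4000 variable genes. Among other receptors and ligands, Pdgfrb had -0.23 and -0.32, Il6st -0.19 and -0.24, Egfr -0.20 and -0.02, and Bmpr2 -0.08 and -0.16. Both Bmpr2 values and the second Egfr value had intervals that included 0. Wnt5a had -0.62 and -0.09, Angptl4 -0.08 and -0.28, and Angptl2 -0.12 and -0.13, the first Angptl2 value becoming 0.07 after thinning. The second values of Wnt5a and Angptl2 had intervals that included 0. Mdk had -0.21 and 0.25, and Mif 0.20 and -0.14.

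Among mitochondrial genes, the log2 ratios of mt-Co3 were 0.04 and 0.06 and those of mt-Atp6 0.04 and 0.07. The values of mt-Co3 became -0.01 and -0.04 after thinning, and the first of mt-Atp6 -0.03. Cox5b had 0.02 and -0.20, Cycs 0.04 and -0.21, Tfam 0.28 and -0.11, and Nrf1 0.27 and 0.45. Intervals included 0 for both Cycs values, the first values of Cox5b and Nrf1, and the second of Tfam. Macrophage genes were read in APC-like cells as well, where they were taken as transcripts of other cells, which was not tested. There Arg1 had 2.39 and -0.48, Il10 3.25 and 3.68, Mrc1 1.96 and -0.42, and Ptprc 1.13 and 1.12, where the negative values had intervals that included 0. Tnf had 1.23 (0.56 to 1.87) in the pair labelled CD45-, which became -0.21 with the marked doublets kept.

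**Figure D3:**
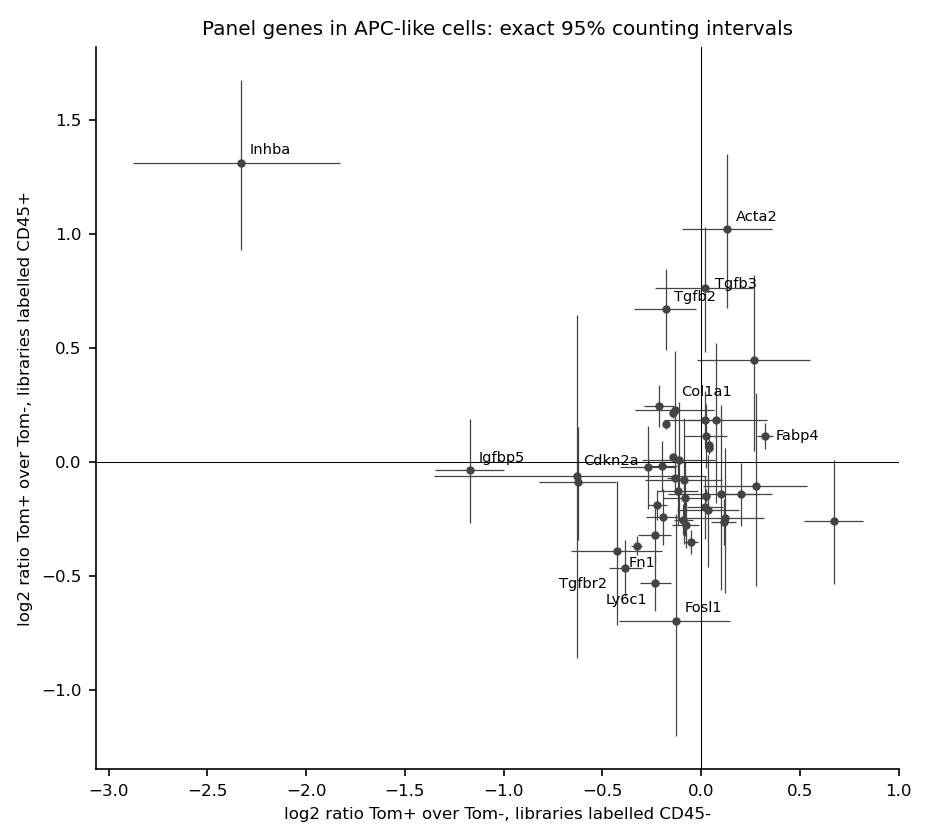
Log2 ratio of CPM, Tom+ over Tom-, in APC-like cells of the pair labelled CD45- (horizontal axis) and the pair labelled CD45+ (vertical axis) for 46 panel genes, with exact 95% counting intervals. Tgfbr2 and Fn1 lie below 0 on both axes, while Inhba lies at -2.33 and 1.31.

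Across the 2865 genes of at least 50 CPM in both pairs, leaving out immunoglobulin genes and tdTomato, the log2 ratios of the pairs correlated with r = 0.347 in APC-like cells. It was 0.536 in macrophage-like and 0.703 in T cell-like cells over 2804 and 2647 genes. These correlations are across genes, which are not independent replicates.

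Fixed gene lists were used to ask whether matrix, TGF-beta, mitochondrial and adipogenic programmes moved together in APC-like cells. For each list the median log2 ratio is given, with its percentile among 10000 random lists matched on mean expression. The 47 extracellular matrix genes had a median of -0.17 (-0.21 to -0.13), at percentile 0, in the pair labelled CD45-. In the pair labelled CD45+ they had -0.14 (-0.17 to -0.07), at percentile 4.19. The alternative that moved this list most was Leiden resolution 2, with -0.35 and -0.30. The random lists were matched on mean expression only. They cannot tell a change of this list from transcripts of other cells diluting those of APC-like cells. Without immunoglobulin genes in the denominator the list had -0.13, at percentile 0, in the pair labelled CD45-. TGF-beta response genes had -0.08 (percentile 9.17) and -0.00 (93.5). Nuclear genes of oxidative phosphorylation had 0.05 (percentile 100) and -0.13 (0.4), so their direction differed between the pairs. Mitochondrially encoded genes had 0.04 (85.9) and 0.03 (99.2), and the first became -0.04 after thinning. Adipogenesis genes had 0.01 (84.6) and -0.11 (19.2), with intervals that included 0 in both pairs, and the first became -0.16 at Leiden resolution 2.

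Genes of the senescence-associated secretory list had medians of -0.13 (percentile 0.13) and -0.22 (0.03). The dissociation stress list had 0.03 (90.3) and 0.04 (100.0), and the cell cycle list 0.44 (100.0) from 9 genes and -0.02 (54.1) from 8. Ribosomal protein genes had 0.10 (100) and -0.06 (99.1), and the second became 0.14 at Leiden resolution 2. MHC class II genes had 0.33 (100.0) and 0.54 (100.0), each from 5 genes.

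The same lists were read in the other classes with at least 100 cells in both libraries of a pair. In macrophage-like cells the matrix list had a median of -1.30 (-1.69 to -0.46) in the pair labelled CD45- and -1.81 (-2.23 to -1.14) in the pair labelled CD45+. The alternative that moved this most kept the marked doublets, with -0.98 in the pair labelled CD45+. In T cell-like cells the matrix list had -1.93 and -1.63, and in B cell-like cells of the pair labelled CD45- -1.67. The shift of the matrix list was therefore larger in leukocyte-like than in APC-like cells. MHC class II genes fell by 0.64 and 0.79 in macrophage-like cells. In T cell-like cells they had 0.77 and -0.71. Cell cycle genes had 0.49 and 0.30 in macrophage-like cells, and both turned negative with every barcode of at least 500 genes or with marked doublets kept. Oxidative phosphorylation genes had -0.02 and -0.16 in macrophage-like cells and 0.22 and 0.00 in T cell-like cells. TGF-beta response genes had -0.02 and -0.06 in macrophage-like cells.

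TGF-beta ligands and receptors were compared between classes to ask which cells express the ligand and which the receptor. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) reached 231 (224 to 239), 257 (243 to 272), 217 (206 to 228) and 270.3 (259 to 282) CPM in macrophage-like cells of the libraries in the order of the depths above. In APC-like cells it reached 24.6, 23.4, 27.6 and 24.3. The log2 ratios between these classes were 3.23 (2.99 to 3.48), 3.46 (3.33 to 3.59), 2.98 (2.64 to 3.33) and 3.48 (3.37 to 3.59). The alternative that moved these most was thinning to 2000 UMIs, which gave 2.53 in the library labelled CD45+ Tom+. Among named classes macrophage-like cells had the highest value only in the library labelled CD45- Tom+. Monocyte-like cells had 333 and 322 in the libraries labelled Tom-. Cluster 16, with 302, 299.7, 235 and 301.5, was above macrophage-like cells in every library, with overlapping intervals in that labelled CD45+ Tom+, and macrophage was its closest class with 8 of 10 markers raised. Lymphatic endothelial-like cells had 197 and 226 (203 to 251) in the libraries labelled Tom+, the second with an interval that overlapped that of macrophage-like cells. Tgfb2 was highest in cluster 1, with 208, 249, 199.5 and 325 CPM, against 65.4, 74.1, 105 and 66.2 in APC-like cells and at most 2.49 in macrophage-like cells.

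Tgfb2 in APC-like cells had log2 ratios of -0.18 and 0.67 between Tom+ and Tom-, Tgfb3 0.02 and 0.76, and Tgfb1 0.08 and 0.18, of which the Tgfb1 values and the first Tgfb3 value had intervals that included 0. The first Tgfb2 value became 0.56 at Leiden resolution 2, and the second became -0.09 after thinning. Tgfbr2 was highest in lymphatic endothelial-like cells, at 794 and 764 CPM in the libraries labelled Tom+. Mesothelial-like cells had 323, 328 and 313 in the 3 libraries with at least 50 such cells. Macrophage-like cells had 128, 123, 122 and 115. The receptor genes Tgfbr1 and Acvr1 had log2 ratios of -0.13 and 0.12 in the pair labelled CD45- and 0.23 and -0.25 in the pair labelled CD45+, all with intervals that included 0.

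**Figure D4:**
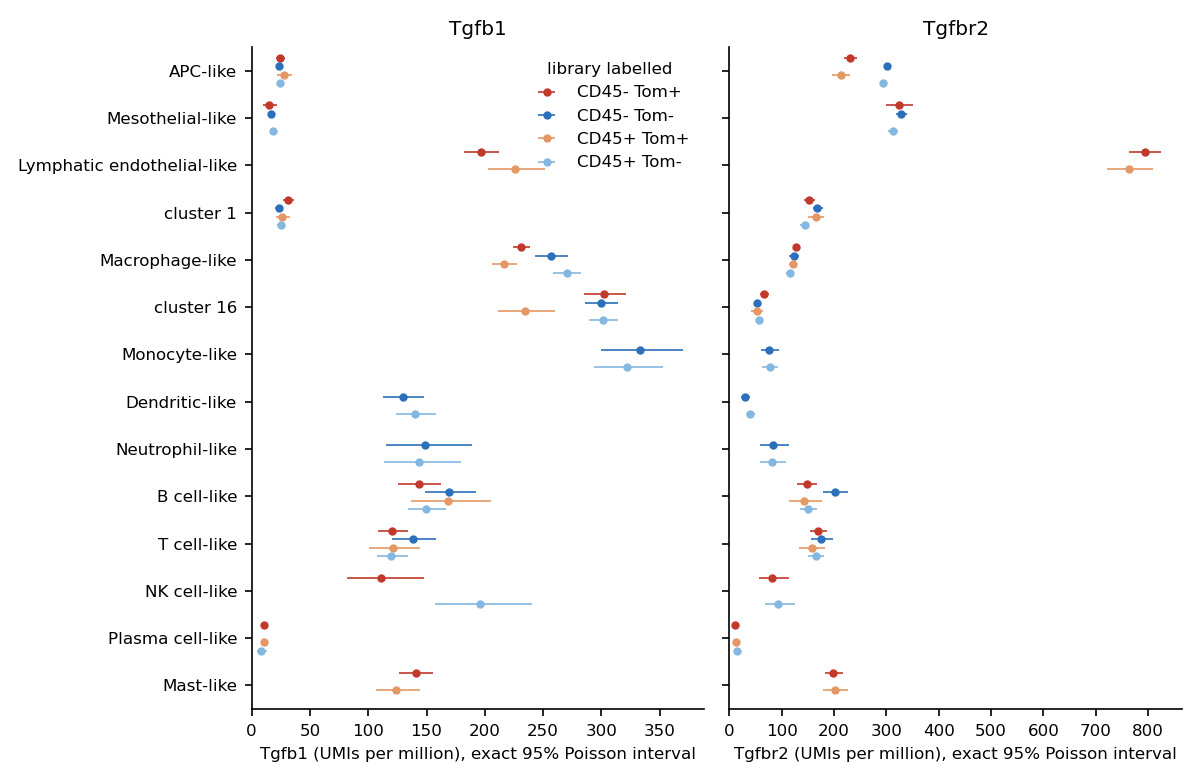
CPM of Tgfb1 (left) and Tgfbr2 (right) by class in the 4 libraries, as points with exact 95% Poisson intervals, for classes with at least 50 cells in the library. Tgfb1 lies between 217 and 270.3 in macrophage-like cells and between 23.4 and 27.6 in APC-like cells.

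Markers of macrophage states were compared in macrophage-like cells of the pair labelled CD45+, with 315 and 314 cells, to ask whether M1 or M2 genes predominate. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), an M2 marker, reached 606 CPM (589 to 624) in cells labelled Tom+ and 954 (932 to 976) in cells labelled Tom-. The log2 ratio was -0.65 (-0.71 to -0.60). Leiden resolution 0.5 moved this most, to -0.14. In the pair labelled CD45-, with 611 and 219 macrophage-like cells, Arg1 had the opposite sign at 785 against 749.99 CPM, a log2 ratio of 0.067 (0.014 to 0.12). The share of cells with an Arg1 UMI was 45.7% and 48.1%, and 27.0% (22.2 to 32.2) and 26.3% (21.5 to 31.5) after thinning with 0 and 2 shallower cells left out, so the shares did not separate the libraries. In T cell-like cells, taken as background, the thinned shares were 6.08% and 6.98%, at median depths of 6777.5 and 6775 UMIs against 21971 and 21227. Cluster 16, which is not part of the macrophage-like class compared here, had 5900.1 and 5117 CPM of Arg1. Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), an M1 marker, had 0 UMIs in cells labelled Tom+ and 1 UMI in cells labelled Tom-. The 0 has a floor of 0.393 CPM, which is 3 counts, and an exact upper limit of 0.483 CPM.

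Other markers did not all go with Arg1. Tnf reached 73.2 (67.3 to 79.6) against 49.7 (44.8 to 55.0) CPM and Il10 71.5 (65.7 to 77.8) against 43.5 (38.9 to 48.5). Mrc1 reached 674 against 523, Cd163 29.9 against 18.4, Clec10a 191 against 177, Csf1r 547 against 597, and Vegfa 60.3 against 60.4. In the pair labelled CD45- Tnf reached 62.3 against 61.7 (log2 ratio 0.013, -0.17 to 0.20), so its difference was not seen there. Il10 reached 75.9 against 42.6, Mrc1 616 against 544, Cd163 23.6 against 12.9, Clec10a 189.6 against 139, Csf1r 530.03 against 572, and Vegfa 57.4 against 44.995, a log2 ratio of 0.35 (0.14 to 0.57).

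The largest ratios were taken by the rule stated with the methods. In APC-like cells of the pair labelled CD45- the 5 highest were tdTomato at 6.05, Iglv1 (ENSMUSG00000076934, chromosome 16, 19085017 to 19085500) at 4.75, Igkv14-126 (ENSMUSG00000094345, chromosome 6, 67896172 to 67896642) at 4.70, Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966) at 4.33 and Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) at 2.43. The first 4 were library-wide, that is, at least as large as 50% of this value with the same sign in every other class compared. Igkc made up 14012 CPM of APC-like cells labelled CD45- Tom+ against 696 of those labelled CD45- Tom-. Cxcl9 was not library-wide and had 0.15 in the other pair. Variable immunoglobulin genes have near copies among which reads can be split, so their values are uncertain.

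The 5 lowest in APC-like cells were Igfbp5, Sema3c (ENSMUSG00000028780, chromosome 5, 17574281 to 17730268) at -0.77, Sfrp4 (ENSMUSG00000021319, chromosome 13, 19623104 to 19632994) at -0.75, Cfb (ENSMUSG00000090231, chromosome 17, 34856374 to 34862518) at -0.68 and Aldh1a3 (ENSMUSG00000015134, chromosome 7, 66390890 to 66427517) at -0.66. In the other pair Sema3c had -0.79, Sfrp4 -1.31, Cfb -0.57 and Aldh1a3 0.23. Aldh1a3 was library-wide. Igfbp5 and Cfb were not, nor was Sfrp4, which was higher in B cell-like cells. Sema3c had no value in T cell-like cells and fell more in macrophage-like and B cell-like than in APC-like cells, so whether it was library-wide was not decided.

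In macrophage-like cells of the pair labelled CD45+ the 5 highest were tdTomato at 5.21, Iglv1 at 4.47, Igkv14-126 at 4.46, Igkc at 4.38 and Fcna (ENSMUSG00000026938, chromosome 2, 25624666 to 25628030) at 1.91, all of them library-wide. Of the 5 lowest, 4 are given here, namely Col3a1 at -2.59, C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) at -1.58, Fn1 at -1.14 and Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) at -1.09. Thbs1 was library-wide, while Col3a1, C3 and Fn1 were not. In the other pair Fcna had 0.98, Col3a1 -1.69, C3 -1.33, Fn1 -0.46 and Thbs1 -0.027.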

Values the study reported

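The study kept cells with 1000 < nFeatures < 7000 and a mitochondrial share under 8%. It retained 3031 Tom+ APCs and 4493 Tom- APCs after filtering. It divided the APCs into 12 clusters.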

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

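Of the tests in this part, the collagen test was written down before its result was seen, and those of Inhba, of MHC class II genes and of shared barcodes were chosen only after the result was seen.

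Several genes changed direction between the pairs of libraries in APC-like cells, with intervals of counting error that excluded 0 on both sides. Inhba had a log2 ratio of -2.33 in the pair labelled CD45- and 1.31 in the pair labelled CD45+. F3 had 0.11 and -0.26, Junb 0.0238 and -0.15, Tgfb2 -0.18 and 0.67, Mdk -0.21 and 0.25, and Mif 0.20 and -0.14. Col1a1 had -0.14 and 0.21, Col1a2 -0.18 and 0.17, and Col3a1 -0.14 and 0.02. Whether the pairs differ by more than libraries of 1 kind would was not tested, because no sort had a second library.

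For Inhba a few cells with most UMIs fit the pattern, since 2% of the APC-like cells of the library labelled CD45- Tom- held 78.5% of its Inhba UMIs. In the library labelled CD45+ Tom+ 2 cells held 64.8%. The Inhba ratios could therefore rest on a few cells in each pair. For the collagen genes a different mix of APC-like clusters fits, since setting both libraries to 1 mix left 17.1% of the gap between the pairs for the middle gene of the 3. This was 8.47% for Col1a1 and 23.8% for Col1a2. No cause was settled for F3, Junb, Tgfb2, Mdk or Mif. For Tgfb2 the top 2% of APC-like cells of the library labelled CD45- Tom+ held 50.4% of its UMIs, which leaves a few cells open as a cause. At Leiden resolution 2 F3 (-0.23), Junb (-0.15) and Tgfb2 (0.56) of the pair labelled CD45- took the sign of the other pair. With the class left as it was, thinning also reversed F3 (-0.0444), Junb (-0.0286) and Tgfb2 (0.0089) there and Tgfb2 (-0.0863) in the pair labelled CD45+. Those of Mdk and Mif stayed opposite.

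MHC class II genes had a list median of 0.33 in APC-like cells of the pair labelled CD45- but -0.64 in macrophage-like cells of the same libraries. That difference between classes was not tested. Whether the rise in APC-like cells comes from a few cells with most UMIs or not cannot be told apart. Without the top 5% of cells by list UMIs, the list median was -0.025 (-0.074 to 1.45) in the pair labelled CD45- and -0.063 (-0.33 to 1.96) in the pair labelled CD45+. Both medians fell under 0 as a few cells would have it. But the cells were taken out by the UMIs tested, only 5 genes counted, and both intervals held the list median of all cells. For Cd74 the median APC-like cell had a log2 ratio of 1.39 and 1.48 in these pairs. The share of Cd74 UMIs in the top 5% of cells, 40.8% and 49.0% in the libraries labelled Tom+, was looked at first and decided nothing. The median cell was looked at next, for Cd74 alone, and the test of the whole list was added last, read at first as a fit and then left open. Whether it is free RNA from antigen-presenting cells or not cannot be told apart, since H2-Ab1 in T cell-like cells had 0.84 in the pair labelled CD45- and -1.01 in the pair labelled CD45+. Cd74 had 1.23 and 0.61 in T cell-like cells, 0.24 and 0.098 in mesothelial-like cells, and 0.063 and -0.19 in cluster 1, against 1.63 and 1.95 in APC-like cells.

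The libraries labelled CD45- Tom- and CD45+ Tom- shared 4394 barcodes, where 18.3 were expected by chance. Over all pairs of libraries 6976 were shared against 59.2 expected, a ratio of 118, which excludes chance. Reads of 1 library counted in another fit the pattern, with a lowest gap of 0.12 between the correlation of profiles at shared barcodes and that at other barcodes. The copy with fewer UMIs was at or under the gene minimum in 97.4% of cases, and leaving copies out of the cells removed 98 cells and moved none of the 24 main results computed that way. The reads themselves were not analysed here.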

How the results depend on the processing

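Each alternative analysis changed 1 setting. Of these settings, 10 were planned and 3 were chosen only after the result was seen, namely those on barcode copies, on 1 mix of APC-like clusters and on immunoglobulin genes in the denominator. They gave 2170 values for 235 results, 35 of them main results. Of the values 1750 were the same, 383 moved outside the interval of the result, and 37 were reversed in sign where that interval excluded 0. No paired analysis was possible because the libraries carry no label that links them to the same mice. The cause was not tested for any change below.

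Keeping every barcode with at least 500 genes and under 20% mitochondrial UMIs moved APC-like shares to 4.23%, 28.0%, 3.66% and 27.6% in the libraries labelled CD45- Tom+, CD45- Tom-, CD45+ Tom+ and CD45+ Tom-. Leukocyte-like shares moved to 44.2% in the library labelled CD45- Tom+, 47.1% in that labelled CD45+ Tom+ and 27.4% in that labelled CD45+ Tom-. Cdkn2a over all cells moved to -0.28 and -0.32 in the pairs labelled CD45- and CD45+, Tgfbr2 in APC-like cells of the pair labelled CD45- to -0.30, and Arg1 in macrophage-like cells to -0.21. Reversed were Junb (-0.0146) in the pair labelled CD45-, Col3a1 (-0.0401) and Mmp2 (0.0442) in the pair labelled CD45+, cell cycle genes in macrophage-like cells (-0.14 and -0.16), and ribosomal protein genes in T cell-like cells of the pair labelled CD45- (0.0852).

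Keeping the marked doublets moved leukocyte-like shares to 62.2% and 26.0% in the libraries labelled CD45- Tom+ and CD45- Tom- and to 30.6% in that labelled CD45+ Tom-, where APC-like cells became 37.4%. Oxidative phosphorylation genes in APC-like cells of the pair labelled CD45- moved to 0.0333, matrix genes in macrophage-like cells of the pair labelled CD45+ to -0.98, and Tgfb1 of macrophage-like over APC-like cells in the library labelled CD45- Tom+ to 3.57. Reversed were Tnf in APC-like cells of the pair labelled CD45- (-0.21) and cell cycle genes in macrophage-like cells (-0.30 and -0.17).

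Leiden resolution 0.5 moved Arg1 in macrophage-like cells to -0.14 and reversed nothing. Resolution 2 moved APC-like shares to 8.41%, 44.2%, 7.42% and 41.9% and leukocyte-like shares to 67.9%, 35.4%, 66.2% and 40.3% in the order given above. In APC-like cells of the pairs labelled CD45- and CD45+ it moved Cdkn2a to 0.83 and 0.83, Tgfbr2 to -0.54 and -0.60, matrix genes to -0.35 and -0.30, and oxidative phosphorylation genes to 0.13 and -0.0169. Adipogenesis genes moved to -0.16 in the pair labelled CD45-, Tgfb1 of macrophage-like over APC-like cells to 3.61 in the library labelled CD45- Tom-, and Arg1 to -1.05. Reversed in the pair labelled CD45- were F3 (-0.23), Fabp4 (-0.0155), Junb (-0.15) and Tgfb2 (0.56). Reversed in the pair labelled CD45+ were Fabp4 (-0.29), Col1a1 (-1.38e-06), Col1a2 (-0.0469), Col3a1 (-0.0662), Fosl1 (0.24) and ribosomal protein genes (0.14).

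With 4000 variable genes none of the 27 main results computed moved, while Col3a1 (-0.0172) and Acta2 (-0.0231) were reversed in the pair labelled CD45+. Weighing each cell the same moved Cdkn2a over all cells to 0.31 and 0.25, matrix genes in APC-like cells of the pair labelled CD45- to -0.13, and Arg1 to -0.21. It reversed F3 (-0.0197) in the pair labelled CD45- and Col3a1 (-0.0227) in the pair labelled CD45+.

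Thinning to 2000 UMIs moved Cdkn2a in the pair labelled CD45+ to 0.46 over all cells and to 1.41 in APC-like cells. It moved Tgfbr2 of the same pair to -0.23, and matrix and mitochondrially encoded genes of the pair labelled CD45- to -0.11 and -0.0439. Tgfb1 of macrophage-like over APC-like cells moved to 2.80, 2.53 and 3.70 in the libraries labelled CD45- Tom+, CD45+ Tom+ and CD45+ Tom-, Arg1 moved to -0.23, and Nos2 in the library labelled CD45+ Tom- to 0. Reversed in the pair labelled CD45- were F3 (-0.0444), Junb (-0.0286), Tgfb2 (0.00888), Angptl2 (0.0697), mt-Co3 (-0.00988) and mt-Atp6 (-0.0310). Reversed in the pair labelled CD45+ were Sox4 (-0.16), Col3a1 (-0.00779), Tgfb2 (-0.0863) and mt-Co3 (-0.0432).

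Leaving immunoglobulin genes out of the denominator moved matrix genes in APC-like cells of the pair labelled CD45- to -0.13 and oxidative phosphorylation genes to 0.0918 and -0.0688 in the pairs labelled CD45- and CD45+. It reversed ribosomal protein genes of the pair labelled CD45+ (0.000267). Setting APC-like clusters to 1 mix moved oxidative phosphorylation genes of the pair labelled CD45- to 0.0277 and matrix genes of the pair labelled CD45+ to -0.18. It reversed Col1a1 (-0.0863), Col1a2 (-0.0768) and Col3a1 (-0.12) in the pair labelled CD45+.

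The denominator without mitochondrial and ribosomal protein genes, the lists filtered at 20 CPM or not at all, and the barcode copies left out reversed nothing and moved none of the main results they apply to, which were 27 for the denominator, 14 for each list filter and 24 for the barcode copies. Over all settings 326 values of the 200 other results moved.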

Other observations

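Of the tests in this part, that of matrix transcripts in leukocyte-like cells was written down before its result was seen, and the tests of CD45, Cdkn2a, immunoglobulin, tdTomato, cluster 1 and Fn1 were chosen only after the result was seen.

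The libraries labelled CD45- held leukocyte-like cells in numbers similar to those labelled CD45+. An exchange of labels is excluded, since the lowest share of leukocyte-like cells among the 4 libraries was 28.2%. Free RNA from leukocytes is excluded, as Ptprc was at least 11.8 times higher in leukocyte-like than in stromal-like cells. Barcodes copied from the libraries labelled CD45+ are excluded, since 11.9% of the leukocyte-like cells had a barcode also found in a library labelled CD45+ and 0.197% had more UMIs there. Cells collected without regard to CD45 stay open as an explanation. At most 7.53% of cells were in other classes between libraries of 1 tdTomato label, but this restates the similarity and does not test it. Random division of 1 mix gave a median of 4.39% for Tom+ and 2.87% for Tom-, with upper limits of 6.197% and 4.27%, against 7.53% and 5.78% observed, so the libraries of a Tom label were not identical draws. That comparison was added late and decides nothing. The CD45 gate may thus not have acted on these libraries, which the counts alone cannot settle.

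Cdkn2a was not higher in the libraries labelled Tom+ with summed counts, although tdTomato was. Too few UMIs to see a 2-fold rise is excluded, since the higher upper limit of the log2 ratio was 0.12. A mix of cell types hiding a 2-fold rise is excluded, with an upper limit of 0.11 at 1 mix of classes. Weighing cells the same gave 0.31 and 0.25, and thinning gave 0.46 in the pair labelled CD45+. These values carry no interval, so they do not tell whether a rise is under 2-fold. After thinning, 18 of 1927 cells labelled Tom+ and 30 of 4364 labelled Tom- kept a Cdkn2a UMI in that pair. The exclusions rest on summed counts and cover all cells together, not each class. In APC-like cells thinning gave 1.41 in the pair labelled CD45+. That value rests on 2 of 107 cells labelled Tom+ and 11 of 1705 labelled Tom- that kept a Cdkn2a UMI. In the pair labelled CD45- the thinned shares went the other way, at 1 of 260 against 10 of 1519 cells. Leiden resolution 2 gave 0.83 in both pairs, against -0.63 and -0.06 as first computed. Also, in cluster 16 Cdkn2a was 7.40 against 0.707 CPM in the pair labelled CD45- and in macrophage-like cells 6.23 against 13.1. A reporter that records past rather than present expression could give this, as could a reporter active in cells with little transcript, and neither was tested.

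Cdkn2a was highest in cluster 1, which has both mesothelial and APC markers. Doublets of those cells are excluded, since its lowest value of 28.1 CPM was above both parents in every library.

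Immunoglobulin transcripts were higher in APC-like cells of the libraries labelled Tom+. Free RNA from plasma cells fits, as the lowest log2 ratio of Igkc over APC-like, macrophage-like, T cell-like and mesothelial-like cells was 3.59. Doublets of APC-like and plasma cells are excluded as the only source, since the median APC-like cell had a log2 ratio of at least 3.84 for Igkc. Their part in the summed counts was not decided. Summed Igkc was 14012 CPM against 12561 in the median APC-like cell of the library labelled CD45- Tom+. In that labelled CD45+ Tom+ it was 22759 against 7825. The share of Igkc UMIs in the top 10% of cells, 31.4% in the library labelled CD45- Tom+ and 71.2% in that labelled CD45+ Tom+, was looked at first and decided nothing. Plasma cell-like cells were 21.2% and 22.1% of those libraries, so the level of free RNA likely differs between the Tom labels, and ratios of secreted or abundant genes carry this.

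The tdTomato UMIs in the libraries labelled Tom- were not explained. Free RNA alone is excluded, with at least a 2.70-fold range between classes other than plasma cells after scaling by Jchain. Cells with as much tdTomato as in the libraries labelled Tom+ are excluded as the main source. Cells at or over the lower quartile of the Tom+ cells held 12.3% and 18.2% of the tdTomato UMIs. Scaled to all cells of that kind this was 12.7% (9.52 to 17.8) and 18.6% (15.1 to 24.4), by resampling of cells. This measure replaced the share in cells at or over the median of the Tom+ cells, 1.93% and 3.03%, which left out the dimmer part of them. At the 10th percentile the scaled shares were 71.3% and 84.1%, but that level, 50.4 and 38.5 CPM, is about 1 UMI in a cell of median depth and decides nothing. Cells dimmer than most Tom+ cells therefore stay open as a source. Whether the added tdTomato sequence takes up reads of other transcripts was not tested, as that sequence was not used here.

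Matrix transcripts were lower in leukocyte-like cells of the libraries labelled Tom+. Free RNA from APC-like cells fits, since the highest median log2 ratio in plasma cell-like and mast-like cells was -1.49. APC-like cells were 6.72% and 5.55% of those libraries against 41.4% and 38.9% of the others, so the drop of the list is not read as a change within leukocytes. Fn1 in macrophage-like cells is an exception. It went from 1573 to 1140 CPM in the pair labelled CD45- and from 2056 to 932 in the pair labelled CD45+, and its fall in any other leukocyte-like class tested was at most 30.9% of that, so free RNA is excluded as the whole of it. What lowers it stays open.

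The APC-like cells labelled Tom+ numbered 261 and 107 of the 3886 and 1927 cells of those libraries. The study counted APCs in a set of its own, so the denominators differ. It also reported APCs as the largest cell type among Tom+ cells of its CD45- sort. In the library labelled CD45- Tom+ APC-like cells, at 6.72%, were fewer than plasma cell-like (21.2%), macrophage-like (15.7%), T cell-like (9.91%) and mast-like cells (9.24%). Among its stromal-like classes APC-like cells were the largest, ahead of lymphatic endothelial-like cells at 4.58%.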
